# STAT5 is required for lipid breakdown and beta-adrenergic responsiveness of brown adipose tissue

**DOI:** 10.1016/j.molmet.2020.101026

**Published:** 2020-05-28

**Authors:** Doris Kaltenecker, Katrin Spirk, Frank Ruge, Florian Grebien, Marco Herling, Anne Rupprecht, Lukas Kenner, Elena E. Pohl, Kristina M. Mueller, Richard Moriggl

**Keywords:** JAK-STAT, β-adrenergic signalling, Thermogenesis, Temperature maintenance, ATGL, adipose triglyceride lipase, BAT, brown adipose tissue, cAMP, cyclic adenosine monophosphate, EWAT, epididymal WAT, FA, fatty acid, FCCP, carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone, GH, growth hormone, H&E, haematoxylin and eosin, HSL, hormone sensitive lipase, JAK, Janus kinase, mtDNA, mitochondrial DNA, NEFA, non-esterified fatty acids, PKA, protein kinase A, qPCR, quantitative real-time PCR, ScWAT, subcutaneous WAT, STAT, signal transducer and activator of transcription, UCP1, uncoupling protein 1, WAT, white adipose tissue

## Abstract

**Objective:**

Increasing energy expenditure through activation of brown adipose tissue (BAT) thermogenesis is an attractive approach to counteract obesity. It is therefore essential to understand the molecular mechanisms that control BAT functions. Until now several members of the Janus kinase (JAK) - signal transducer and activator of transcription (STAT) pathway have been implicated as being relevant for BAT physiology. However, whether the STAT family member STAT5 is important for the thermogenic property of adipose tissues is unknown. Therefore, we have investigated the role of STAT5 in thermogenic fat in this paper.

**Methods:**

We performed metabolic and molecular analyses using mice that harbor an adipocyte-specific deletion of *Stat5a/b* alleles.

**Results:**

We found that STAT5 is necessary for acute cold-induced temperature maintenance and the induction of lipid mobilization in BAT following β_3_-adrenergic stimulation. Moreover, mitochondrial respiration of primary differentiated brown adipocytes lacking STAT5 was diminished. Increased sensitivity to cold stress upon STAT5 deficiency was associated with reduced expression of thermogenic markers including uncoupling protein 1 (UCP1), while decreased stimulated lipolysis was linked to decreased protein kinase A (PKA) activity. Additionally, brown remodeling of white adipose tissue was diminished following chronic β_3_-adrenergic stimulation, which was accompanied by a decrease in mitochondrial performance.

**Conclusion:**

We conclude that STAT5 is essential for the functionality and the β-adrenergic responsiveness of thermogenic adipose tissue.

## Highlights

• Impaired temperature maintenance in mice deficient in adipocyte STAT5 after acute cold exposure.
• Blocked β_3_-adrenergic induction of lipolysis and PKA activity in BAT upon STAT5 deficiency.
• Reduced respiratory capacity in primary differentiated brown adipocytes lacking STAT5.
• Diminished brown remodeling of STAT5 deficient ScWAT after chronic β_3_-adrenergic stimulation.

## 1 Introduction

Brown adipose tissue (BAT) has a remarkable capacity for substrate oxidation [1]. Brown adipocytes are densely packed with mitochondria, in which they express uncoupling protein 1 (UCP1) that allows them to dissipate stored energy in the form of heat. UCP1 enables the cells to uncouple oxidative phosphorylation from ATP synthesis by catalysing a proton leak across the inner mitochondrial membrane [2]. This process accounts for the central function of BAT, which is heat production for temperature maintenance, also called non-shivering thermogenesis [3,4]. In addition to stored energy, glucose and non-esterified fatty acids (NEFA) are also imported from the circulation to provide substrates for continuous thermogenesis, suggesting that BAT is important in global nutrient partitioning and energy expenditure [5]. Since it has been shown that BAT exists in human adults [6,7], the strategy to increase BAT activity, and thereby energy expenditure, has become an attractive anti-obesity approach. The discovery of so-called ‘brite’ or beige cells extended the complexity of adipocyte biology [8]. In rodents, beige cells can be activated within white adipose tissue (WAT) depots by various stimuli, but most notably by prolonged cold exposure or β-adrenergic stimulation [9,10]. They have multilocular lipid droplets, abundant mitochondria, and express UCP1 [9].

The activation of thermogenic adipose tissue is mainly controlled by the sympathetic nervous system and β-adrenergic signalling [3]. Stimulation of β-adrenergic receptors leads to increased adenylyl cyclase activity and a consequent increase in the concentration of intracellular cyclic adenosine monophosphate (cAMP). Elevated cAMP levels activate protein kinase A (PKA), which stimulates lipolysis by directly phosphorylating hormone sensitive lipase (HSL) [11]. NEFAs that are released by this process, in addition to NEFAs that are imported from the circulation, can be used in mitochondrial β-oxidation to fuel thermogenesis and as substrates for the UCP1-mediated proton transport [1].

The field of BAT biology was advanced by the identification of signalling pathways that have an impact on transcriptional programs governing brown and beige fat cell function and development [12]. Among these, members of the Janus kinase (JAK)–signal transducer and activator of transcription (STAT) pathway were shown to control BAT physiology [[13], [14], [15]]. The transcription factors STAT5A and STAT5B (collectively referred to as STAT5) are considered as mainly activated by growth hormone (GH) and prolactin via JAK2 in adipose tissue and have been shown to be critical in adipocyte development [[16], [17], [18]]. Additionally, we demonstrated the importance of STAT5 for homeostasis of lipid metabolism in WAT, as disruption of adipocyte STAT5 signalling reduces basal lipolysis [19]. Although mice with adipocyte-specific STAT5 deficiency display increased adiposity, they are more sensitive to insulin and are further protected against insulin resistance associated with aging [19]. However, it is not clear whether STAT5 plays a role in thermogenic adipose tissue.

The goal of our study was to investigate the effects of adipocyte-specific STAT5 deficiency on the functionality of BAT and to explore whether STAT5 deficiency alters the browning capacity of WAT following chronic β-adrenergic stimulation by using an *in vivo* model.

## 2 Methods

### 2.1 Animal breeding, experimentation, and housing

Adipocyte-specific STAT5-deficient mice (*Stat5*^*Adipoq*^) were generated as previously described [19]. Mice were housed under standardised conditions (12h dark/12h light cycle). Unless stated otherwise, experiments were performed using 2-month-old male *Stat5*^*Adipoq*^ mice or Adipoq-Cre negative littermates (control, *Stat5* floxed) maintained on a C57BL/6N background and fed a standard diet *ad libitum*. Animal experimentation was approved by the institutional ethics and animal welfare committee and the national authority according to §26 of the Animal Experiments Act (Tierversuchsgesetz 2012). To evaluate temperature maintenance, mice were exposed to cold (4–5 °C) for the indicated time points. Chronic β-adrenergic stimulation was performed by i.p. CL316243 injections (1 mg/kg) once a day for 10 days. Control groups received vehicle (PBS) injections.

### 2.2 Histology

Formaldehyde-fixed tissues were dehydrated, paraffin-embedded, sliced, and stained with haematoxylin and eosin (H&E) using standard procedures and were analysed using light microscopy. For electron microscopy, mouse BAT was cut into 2-mm pieces and fixed in 1.6% glutaraldehyde overnight. Photographs were taken at a 4,000× magnification using a transmission electron microscope.

### 2.3 Quantitative mtDNA copy number determination

Mitochondrial copy number was determined as previously described [20]. DNA was isolated and purified from BAT using standard protocols. Mitochondrial DNA (mtDNA) was determined in relation to genomic DNA by quantitative real-time PCR (qPCR). Primers (see Supplementary Table 1) used for mitochondrial genes were against cytochrome c oxidase subunit 1 (*Co1*) and NADH dehydrogenase subunit 1 (*Nd1*), and primers for the nuclear genes were against NADH: ubiquinone oxidoreductase core subunit V1 (*Ndufv1*).

### 2.4 Metabolite measurements

β-ketones were measured directly from tail vein blood (glucometer: Abbott, Chicago, IL, USA). Plasma NEFA levels were determined using a NEFA-HR(2) kit (Wako Chemicals, Neuss, Germany).

### 2.5 RNA-Seq processing and bioinformatics data analysis

RNA was extracted using a RNeasy Lipid Tissue Mini Kit (Qiagen, Venlo, Netherlands). RNA-Seq 50 bp single-end libraries were sequenced on a HiSeq 3000 (Illumina, San Diego, CA, USA) machine, resulting in an average of 22 M reads per replicate. Alignments to genome version GRCm38_mm10 and the corresponding Ensgene annotation were accomplished with STAR (STAR_2.5.0b) using default parameters [21]. Expression level estimation was performed with featureCounts (version 1.5.0-p1) [22] with the ‘-t exon’ option. Differential expression analysis was performed using DESeq2 (1.16.1) [23]. The design consisted of five replicates for control and *Stat5*^*Adipoq*^ BAT from *ad libitum* fed male mice. Genes with low expression were filtered out if the size factor normalized row sum was ≤45. The functions ‘DESeq()’ and ‘results()’ were then applied with default parameters. Gene ontology analysis was performed with GO consortium [[24], [25], [26]] using significantly (adjusted P value < 0.05) up- and down-regulated genes as input. Full GO lists can be found at GEO. The data have been deposited to the GEO (GSE137678).

### 2.6 qPCR and Western blotting

RNA was extracted as described above, reverse transcribed, and the cDNA was subjected to qPCR using the CFX96 Real-Time System (Biorad, Hercules, CA, USA). Samples were run in duplicate. Primers are listed in Supplementary Table 1. Western blotting (15–30 μg protein loaded per lane) was performed using standard procedures. Blots were incubated with antibodies against ATGL (#2439), pSer563-HSL (#4139), HSL (#4107), UCP1 (#14670), Phospho-STAT1 (Y701) (58D6) (#9167); Phospho-STAT3 (Ser727) (#9134), pPKA Substrate (#9624; all from Cell Signaling), HSC70 (sc-7298 from Santa Cruz Biotechnology), Adiponectin (ab22554, Abcam), STAT3 (610189) and STAT5 (610191, both from BD). Antibodies were used at a 1:1000 dilution except for HSC70, which was used at 1:10,000.

### 2.7 *Ex vivo* measurement of lipolysis

Lipolysis of BAT explants was measured as described [27]. Explants were stimulated with 1 μM CL316243 (Tocris, Bristol, UK) or 500 ng/ml GH (Immunotools, Friesoythe, Germany).

### 2.8 Isolation, differentiation, and bioenergetics profiling of primary brown adipocytes

Stroma vascular cells were isolated from BAT of 4-5-week old mice and primary brown adipocytes were differentiated *in vitro* using standard protocols. A detailed description is available in the supplementary information. A mitochondrial stress test was performed using the Seahorse XFe96 extracellular flux analyser (Agilent, Santa Clara, CA, USA) as described [28]. Serial injections were performed with 5 μM oligomycin, 1 μM CL316243, 2 μM FCCP, and a mix of 5 μM antimycin A and 5 μM rotenone. Oxygen consumption rates were normalised to the protein content of each well.

### 2.9 Oil Red O staining and quantification

Differentiated brown adipocytes were stained for lipid accumulation using Oil Red O and quantification of Oil Red O accumulation was quantified by spectrophotometry using standard methods. Cells were fixed with 10% formalin for 45 min, incubated with 60% isopropanol for 5 min, and dried at room temperature. Cells were stained with Oil Red O (Sigma–Aldrich, MO, USA) for 10 min and washed with ddH_2_O. The staining was eluted by incubating with 100% isopropanol for 10 min. The absorbance of the eluate was measured in duplicates at 540 nm with an EnSpire plate reader (Perkin Elmer, MA, USA).

### 2.10 Protein isolation from cultured adipocytes

Cells were lysed in IP buffer (25 mM HEPES, pH 7.5, 25 mM Tris–HCl, pH 7.5, 150 mM NaCl, 10 mM EDTA, 0.1% Tween® – 20, 0.5% NP-40, 10 mM beta-glycerolphosphate) containing freshly added inhibitors (1 mM Na_3_VO_4_, 1 mM NaF, 10 μg/ml leupeptin, 10 g/ml aprotinin, 1 mM PMSF, 1x complete protease inhibitor cocktail) by applying at least three freeze and thaw cycles. Samples were centrifuged at 4 °C and 7,500 g for 15 min to obtain cell lysates. Protein concentrations were measured using the Bradford method (Bio-Rad, Protein Assay Dye Reagent Concentrate).

### 2.11 Evaluation of mitochondrial electron transport chain activity

To evaluate mitochondrial electron transport chain activity, the redox dye TTC (2,3,5-Triphenyltetrazolium) was used as previously described [29]. Freshly isolated adipose tissue depots were cut into small pieces (∼0.3 × 0.3 mm) and incubated at 37 °C in 1% TTC in PBS for 15 min. Formazan dye was extracted by incubation in isopropanol at 25 °C overnight. The absorbance of extracts was measured at 485 nm and normalised to tissue weight.

### 2.12 *In silico* analysis for STAT5 binding sites

Sequences of the promoter regions of genes of interest were retrieved using the Ensembl Genome Browser and analysed for the core consensus sequence *TTCN*_*3*_*GAA* for high affinity STAT5 binding until 5000 bp upstream of their transcription start site.

### 2.13 Statistical analyses

Results are presented as mean ± standard error of the mean (SEM). Statistical analyses were performed either by two-tailed Student's t-test or Wilcoxon rank-sum test for comparison of two groups, and one-way ANOVA followed by Tukey's, Dunn's, or Bonferroni's post-hoc tests for multiple comparisons. Cold tolerance tests and bioenergetic profiling of primary brown adipocytes were analysed with repeated measures using two-way ANOVA followed by Bonferroni's post-hoc tests. Data were considered statistically significant: ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001.

## 3 Results

### 3.1 Changes in BAT morphology and global gene expression changes upon adipocyte STAT5 deficiency

To explore the impact of adipocyte STAT5 deficiency on the functionality of BAT, we analysed male *Stat5*^*Adipoq*^ mice [19] in comparison with controls at 2 months of age. While BAT weight was largely unaffected in *Stat5*^*Adipoq*^ mice [19], histology of BAT revealed an increase in lipid droplet size upon STAT5 deficiency (Figure 1A). Analysis of BAT using electron microscopy further supported that lipid droplets were increased in STAT5-deficient brown adipocytes, while we did not observe significant changes in the size or shape of mitochondria (Figure 1B,C). Additionally, mitochondrial DNA copy number was unchanged in BAT of *Stat5*^*Adipoq*^ mice (Figure 1D). Activation status and expression of other STATs such as STAT1 and STAT3 were similar between the genotypes (Suppl. Figure 1A,B). Furthermore, mRNA levels of *Stat1*, *Jak1*, *Jak2* and *Jak3* were unchanged (Suppl. Fig. 1C). 

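RNA was extracted from BAT of 5 control and 5 *Stat5* Adipoq male mice that were 2 months old and fed ad libitum, and 1 single-end library per mouse was sequenced. Controls were Stat5 floxed littermates without the Adipoq-Cre transgene according to the methods, whereas the sample labels call them wild type. The authors aligned reads of 50 bases to GRCm38 with STAR, counted them over exons with featureCounts and deposited the resulting counts per gene without normalization, listed by Entrez gene identifier. The methods name an Ensgene annotation for this step and do not say whether counting used the strand of the reads, so genes that overlap on opposite strands are uncertain. The counts assigned to genes ranged from 8488129 to 19514904 per control library, with a median of 10710575, and from 9401827 to 15686868 per *Stat5* Adipoq library, with a median of 11671635. This is the depth behind all values given here, and it averages 12.0 M counts per library, while the paper states an average of 22 M sequenced reads per replicate.
Genes were kept when their size factor normalized row sum was above 45, as in the methods, which left 13568 genes. Values are CPM scaled by edgeR's TMM method, and the genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes and an adjusted p-value threshold of 0.05. The paper used DESeq2 for this step. Single genes were also compared by an exact two-sided permutation test of log2 CPM, for which 5 libraries against 5 allow no p-value below 0.0079. On simulated counts for the same 13568 genes, with 200 of them changed, the test recovered 99% of the changed genes and 2.46% of its calls were false. The simulated changes fell only on genes with enough counts, and were larger than many of the changes reported here. The recovery therefore says nothing about small changes or genes with few counts. Simulated libraries did not differ in tissue content, so the share of false calls leaves that source out. No pair of the 10 libraries held counts that differed by sampling noise alone.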

To obtain an overview of transcriptional changes occurring in BAT upon adipocyte *Stat5* deletion, we performed RNA-sequencing (RNA-Seq) to compare the gene expression profiles of BAT from *Stat5*^*Adipoq*^ vs. control mice (Figure 1E). Overall, 658 genes were differentially expressed (332 down-regulated, 326 up-regulated) in BAT when STAT5 is lacking. 

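Stat5a and Stat5b, the genes deleted in adipocytes, were examined first. Both lie on chromosome 11 of GRCm38, Stat5a from 100859351 to 100885169 and Stat5b from 100780731 to 100859004. Stat5a mRNA was 105 ± 17.0 CPM (SD, n = 5) in control and 17.1 ± 2.05 CPM (SD, n = 5) in *Stat5* Adipoq BAT, a log2 fold change of -2.62 (standard error 0.12, adjusted p = 2.0e-07 from edgeR's quasi-likelihood test). Stat5b mRNA was 83.8 ± 5.51 CPM (SD, n = 5) and 21.8 ± 0.723 CPM (SD, n = 5), with a log2 fold change of -1.94 (standard error 0.06, adjusted p = 3.9e-09 from the same test). For both genes all 5 *Stat5* Adipoq libraries lay below all 5 controls (exact permutation test, p = 0.0079, the smallest possible). Of the 50-base words in the longest annotated transcript, 10.8% for Stat5a and 11.8% for Stat5b also occur in another gene, so some of their reads could not be assigned to one of them.

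**Figure D1:**
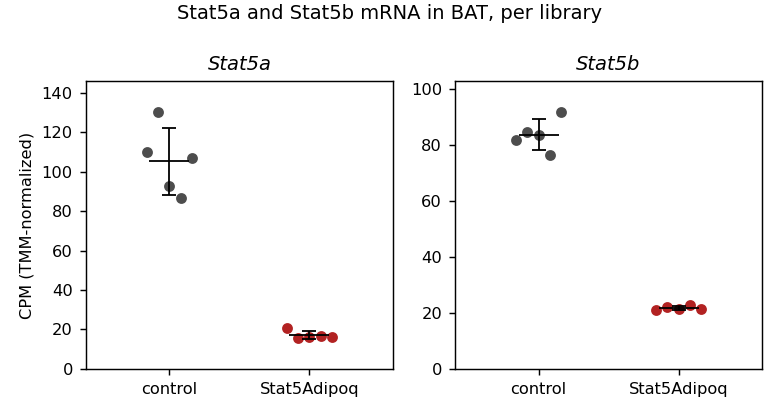
TMM-normalized CPM of Stat5a and Stat5b in each library of control and Stat5Adipoq BAT, with the mean as a horizontal bar and the SD as error bar (n = 5 per genotype). The Stat5Adipoq libraries sit between 15.8 and 20.7 CPM for Stat5a and between 21.0 and 22.9 CPM for Stat5b, below every control library.

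Among the 13568 genes, 368 were differentially expressed between the genotypes by edgeR's quasi-likelihood test, of which 178 were lower and 190 higher in *Stat5* Adipoq BAT. In 596 of the 13568 tested genes the values of one genotype did not overlap those of the other, a separation that chance gives for 0.794% of genes. The number of calls depended on the test. DESeq2's Wald test on the same counts gave 660 genes, 334 lower and 326 higher, and included all 368. When single libraries were left out, the number of genes called by edgeR fell to between 185 and 221 without control replicate 1, 2 or 4 or without *Stat5* Adipoq replicate 3, 4 or 5, and it was 442 without control replicate 3. All 368 are also among the genes with an adjusted p-value below 0.05 in the authors' deposited table, with the same direction. Of the genes whose libraries did not overlap between the genotypes and that had at least 50 counts on average, the largest rises were those of Kng1 (log2 fold change 4.48), Ptgds (3.17), Ryr2 (3.09), Kng2 (1.78) and Cacna1a (1.68). Kng1 had between 0 and 2 counts in control libraries other than control replicate 3, which had 45, and 17.9% of its 50-base words are shared with other genes. Its log2 fold change was between 4.04 and 4.58 when another library was left out and 7.59 without control replicate 3, where the remaining controls hold too few counts for a measured fold. Kng1 and Kng2 both lie within 200000 bp of Adipoq. Only the *Stat5* Adipoq mice carry the Adipoq-Cre transgene. For both genes an effect of the transgene therefore cannot be told apart from an effect of STAT5 loss. Besides Stat5a and Stat5b, the largest falls were those of Cish (log2 fold change -2.06), Trf (-1.88) and Svep1 (-1.68). Exons of another gene on the same strand cover 63.5% of the exon bases of Trf, so its count is uncertain.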

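Lists of genes for lipid storage, and for negative regulation of fatty acid oxidation or lipid catabolism, were written by hand and stand in for the gene ontology terms. Their overlap with the 178 genes lower in *Stat5* Adipoq BAT was compared with that of all tested genes by one-sided Fisher's exact tests, adjusted over 20 tests of 10 lists in both directions. None of the 24 lipid storage genes was lower past the threshold (adjusted p = 1.0), and 8 of them had an unadjusted p-value below 0.05 in either direction. DESeq2's Wald test called 2 of them lower, Lpl and Pnpla2, and the list was again not over-represented (adjusted p = 0.33). Lpl was 5012 ± 1295 CPM (SD, n = 5) in control and 3390 ± 318 CPM (SD, n = 5) in *Stat5* Adipoq BAT, with an adjusted p of 0.074 from edgeR's quasi-likelihood test. Of the 21 genes for negative regulation of fatty acid oxidation or lipid catabolism, 3 were lower, where 0.276 were expected (adjusted p = 0.012). Adjusted over the list alone, 4 of the 21 passed, the 3 lower genes and Sox9, which was higher (log2 fold change 1.21) and averaged 10.7 counts per library. The 3 lower genes were Cnr1 (log2 fold change -1.46, standard error 0.27, adjusted p = 0.015 from edgeR's quasi-likelihood test), Pik3r1 (-1.09, standard error 0.19, adjusted p = 0.011) and Acacb (-0.44, standard error 0.09, adjusted p = 0.019). The paper reports Pik3r1 as reduced in these same libraries, so its part in this overlap is not independent evidence. Cnr1 was expressed at 1.44 ± 0.322 CPM (SD, n = 5) in control BAT. With calls from DESeq2 the over-representation of this list had an adjusted p of 0.057, and without *Stat5* Adipoq replicate 2 or without *Stat5* Adipoq replicate 3 it was 0.079 and 0.082. As a set, the list was lower by camera with a preset correlation (adjusted p = 0.049 over 10 lists) and by fry (adjusted p = 0.047), and not by camera with an estimated correlation, a setting chosen after the data were seen (adjusted p = 0.25). The lipid storage list was not lower by any of the 3 (adjusted p = 0.34, 0.44 and 0.62).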

Gene ontology (GO) analysis for down-regulated genes in *Stat5*^*Adipoq*^ BAT revealed an enrichment for pathways linked to lipid metabolism including lipid storage, negative regulation of lipid catabolic processes and negative regulation of fatty acid (FA) β-oxidation. Up-regulated genes were enriched for factors involved in branched-chain amino acid catabolic processes and the tricarboxylic acid (TCA) cycle (Figure 1E). 

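Lists of 17 genes of the TCA cycle and 26 genes of branched-chain amino acid catabolism were compared with the 190 genes higher in *Stat5* Adipoq BAT by the same Fisher's exact test. In the branched-chain amino acid list 5 genes were higher, where 0.364 were expected (adjusted p = 0.00053). These were Bckdhb (log2 fold change 0.89), Pcca (0.33), Bckdha (0.27), Mccc1 (0.22) and Pccb (0.20), with adjusted p-values between 1.3e-05 and 0.040 from edgeR's quasi-likelihood test. Bckdhb and Pcca stayed called in all 10 fits that each left out 1 library. The call was lost in 10 of them for Pccb, 8 for Bckdha and 7 for Mccc1. Adjusted over the list alone, 9 of the 26 passed. For Bckdha, exons of genes on the opposite strand cover 61.7% of its exon bases. In the TCA cycle list 2 genes were higher, Suclg1 (log2 fold change 0.30) and Suclg2 (0.24), where 0.238 were expected (adjusted p = 0.077). Suclg1 stayed called in the fits that left out 1 library, and Suclg2 lost its call in 6 of them. Adjusted over the list alone, 5 of the 17 passed, and 16 of the 17 had a fold change above 0. No gene of either list was lower past the threshold. With calls from DESeq2, 5 TCA cycle genes were higher and the list was over-represented (adjusted p = 0.00038). With the Reactome set of the citric acid cycle in place of the hand-written list, 3 of 19 genes were higher, with an adjusted p of 0.0099 over 4 tests of 2 sets in both directions and of 0.28 over all 833 Reactome sets in both directions. In the Reactome set of branched-chain amino acid catabolism 3 of 17 genes were higher. Its adjusted p from Fisher's exact test was 0.0099 over the 4 tests and 0.22 over all 833 sets. By camera with a preset correlation, both hand-written lists were higher, with adjusted p-values of 0.00061 for the TCA cycle and 1.1e-05 for branched-chain amino acid catabolism. Both held under fry (adjusted p = 0.0082 for each) and neither held with an estimated correlation between genes, a setting chosen after the data were seen (adjusted p = 0.25 and 0.24). When single libraries were left out, the adjusted p of the branched-chain amino acid list ranged from 0.0085 to 0.15 and was above 0.05 without control replicate 2, 4 or 5 or *Stat5* Adipoq replicate 3, 4 or 5, while that of the TCA cycle list was 0.034 without control replicate 2 and 0.016 without control replicate 3.

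**Figure D2:**
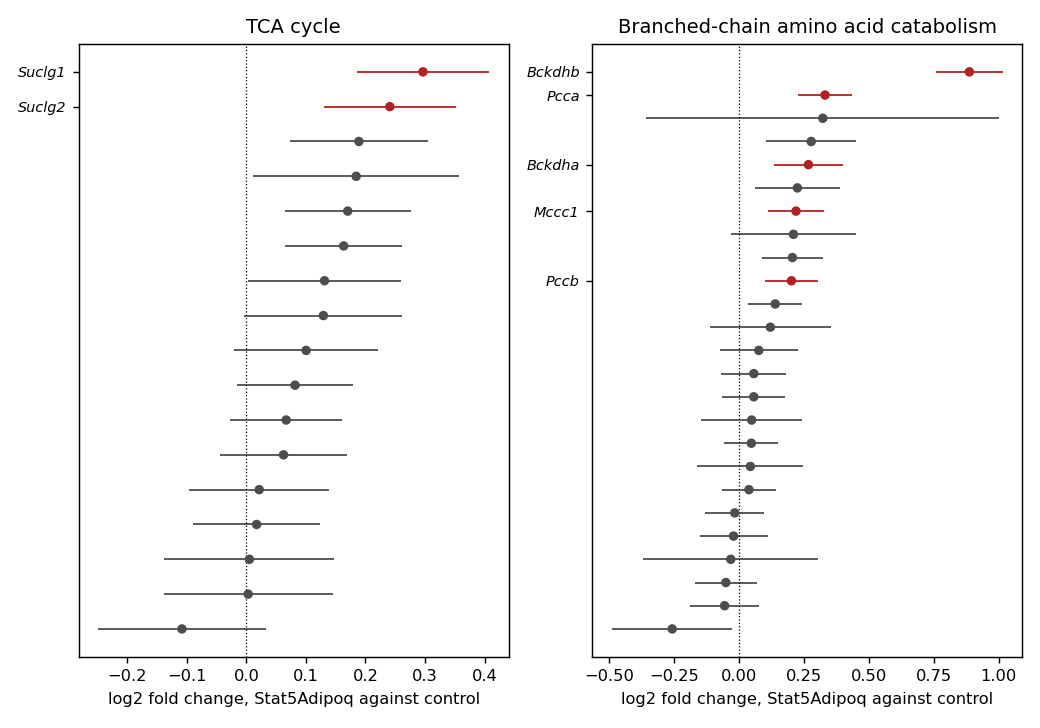
Log2 fold change between Stat5Adipoq and control BAT for each gene of the TCA cycle list and the branched-chain amino acid list, with 95% confidence limits as lines. Genes with an adjusted p-value below 0.05 are red and named, 1 gene on both lists is drawn in the TCA cycle panel only, and the 2 panels have different horizontal scales. Bckdhb lies at 0.89, and 16 of the 17 TCA cycle genes lie above 0.

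The paper takes its data as pointing to a change in pathways of substrate metabolism in BAT without adipocyte STAT5.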

Overall, these data indicate a change in pathways linked to substrate metabolism in BAT in the absence of adipocyte STAT5.

**Figure 1:**
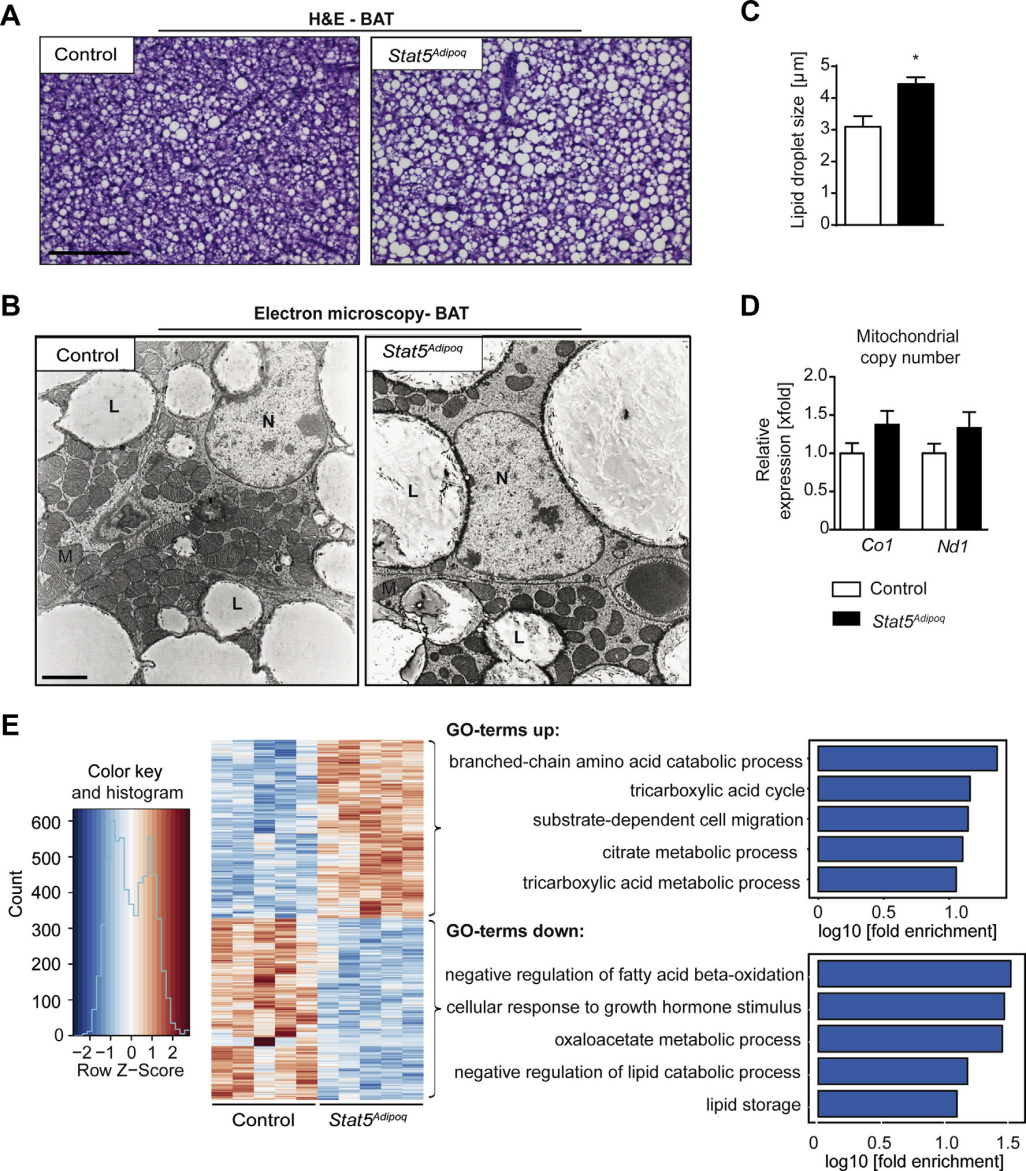
**Impact of STAT5 deficiency on BAT morphology and gene expression**. **A**, Representative haematoxylin and eosin (H&E) staining of paraffin embedded BAT sections (n ≥ 4). Scale bar: 100 μm. **B**, Representative transmission electron microscopy (ELMI) pictures (4000x) of BAT (n = 3/group). Scale bar: 2 μm (L: lipid droplet; M: mitochondria; N: nucleus). **C**, Average lipid droplet diameter was quantified from four ELMI images per sample using Image J (n = 3/group). ∗*p* < 0.05. **D**, Mitochondrial DNA content of BAT. Ct values were normalised to the single copy genomic gene *Ndufv1* (n ≥ 5/group). *Co1*: cytochrome c oxidase subunit 1, *Nd1*: NADH dehydrogenase subunit 1, *Ndufv1*: NADH:ubiquinoneoxidoreductase core subunit V1. **E**, Heat map of differentially expressed genes in BAT obtained from RNA-Seq analysis with corresponding GO analysis for biological processes (n = 5/group).The GO terms displayed have a false discovery rate < 0.05, GO term set size > 5 and fold enrichment over expected > 10. Hierarchically connected, largely redundant GO terms are represented by the smallest set.

### 3.2 Temperature maintenance upon acute cold exposure is impaired in *Stat5*^*Adipoq*^ mice

To evaluate the role of adipose STAT5 in temperature maintenance, we subjected mice to acute cold exposure. While there was no difference in body temperature between the genotypes when housed at room temperature, body temperature of *Stat5*^*Adipoq*^ mice was significantly reduced compared with controls after only 2 h of exposure to cold (4 °C), indicating impaired temperature maintenance in the absence of STAT5 (Figure 2A). Thermogenesis in BAT requires β-adrenergic activation of lipid mobilisation, FA β-oxidation, and induction of mitochondrial uncoupling [3]. Because *Stat5*^*Adipoq*^ mice showed increased sensitivity to cold stress, we investigated alterations in these processes. Histologic analysis revealed that lipid stores showed a less pronounced decrease in BAT of *Stat5*^*Adipoq*^ mice compared with controls, suggesting inefficient mobilisation or usage of lipids (Figure 2B). Interestingly, we did not observe any induction in HSL activation or PKA activity in BAT of cold-exposed control and *Stat5*^*Adipoq*^ mice (Figure 2C and Suppl. Figure 2A–C). To fuel thermogenesis, BAT utilizes lipids that are stored within BAT depots as well as NEFA that are provided by WAT. Circulating NEFA levels remained slightly, but not significantly, lower in cold-exposed *Stat5*^*Adipoq*^ mice compared with controls (Figure 2D), indicating that cold-induced lipid mobilisation from WAT *per se* was not impaired in *Stat5*^*Adipoq*^ mice. Additionally, blood β-ketones, an indicator of lipid mobilisation and redistribution, tended to be lower in cold-exposed *Stat5*^*Adipoq*^ mice (Figure 2D).

**Figure 2:**
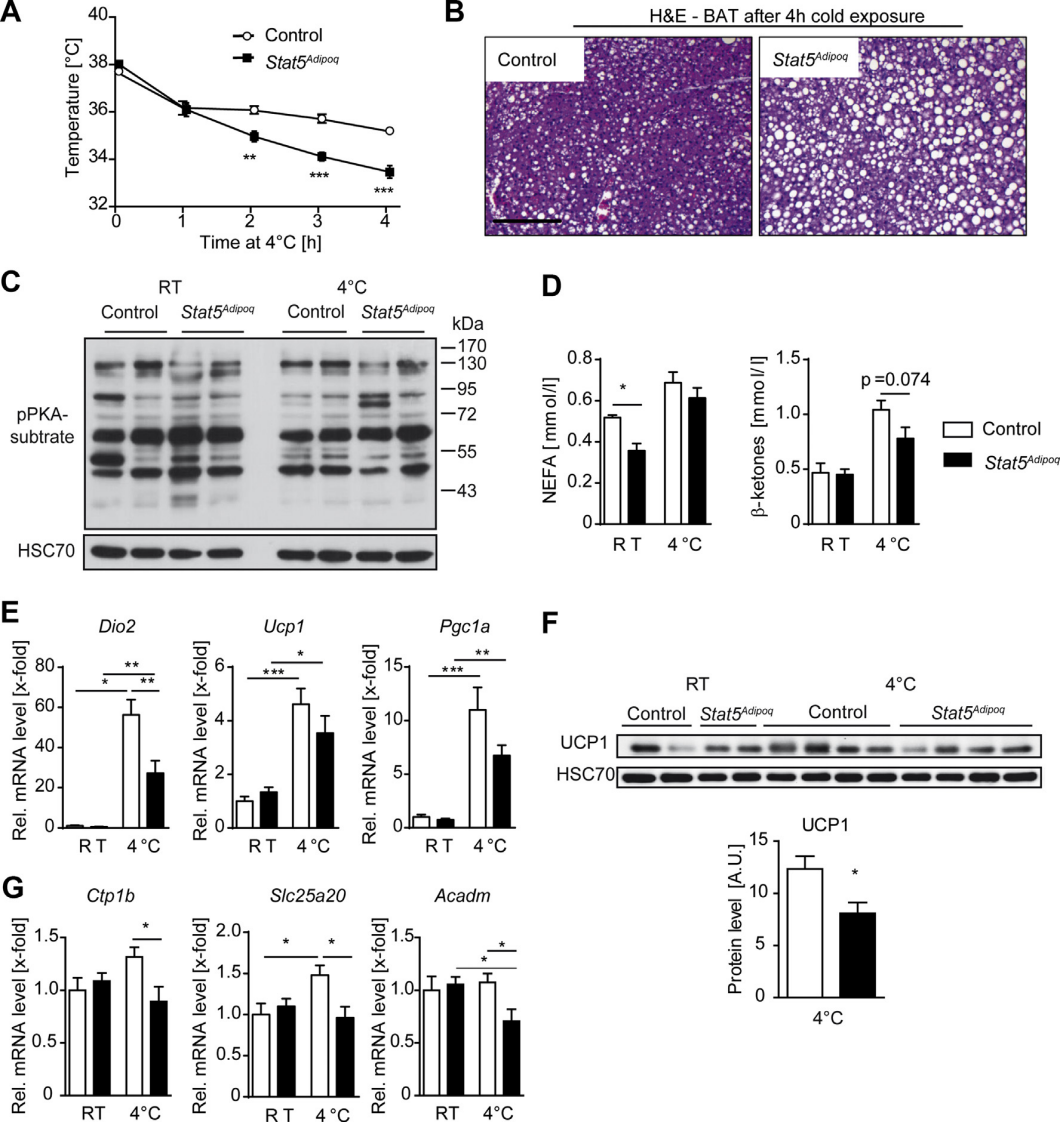
***Stat5*^*Adipoq*^ mice show impaired temperature maintenance during acute exposure to cold**. **A**, Body temperature during acute exposure to cold (n = 6/group). **B**, Representative H&E staining of paraffin embedded BAT sections of mice after cold exposure. Scale bar: 100 μm. **C**, Western blot of PKA activity in BAT lysates of mice maintained at room temperature (RT) and after cold exposure (4 °C). HSC70 was used as loading control. **D**, Blood and plasma metabolite concentrations from mice maintained at RT and after cold exposure (n ≥ 3/group). **E**, Relative mRNA expression of genes involved in thermogenesis in BAT assessed using qPCR. Ct values were normalised to *Gapdh* mRNA levels (n ≥ 5/group, except for *Dio2 Stat5*^*Adipoq*^ mice after exposure to cold n = 4). **F**, Western blot of UCP1 protein levels in BAT of mice maintained at RT and after exposure to cold. Quantification of UCP1 protein levels upon cold exposure was performed using Image J (n = 4/group). **G**, Relative mRNA expression of genes involved in fatty acid oxidation in BAT. Ct values were normalised to *Gapdh* mRNA levels (n ≥ 5/group). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. *Ucp1*: Uncoupling protein 1, *Dio2*: Deiodinase, iodothyronine Type II, *Pgc1a*: Peroxisome proliferator-activated receptor gamma coactivator 1-alpha, *Cpt1b*: Carnitinepalmitoyltransferase 1B, *Slc25a20*: Solute carrier family 25 (carnitine/acylcarnitinetranslocase), member 20, *Acadm*: Medium-chain specific acyl-CoA dehydrogenase.

We analysed mRNA expression of genes that are relevant for the induction of the thermogenic program in BAT to explore molecular changes that underlie the impairment in temperature maintenance of *Stat5*^*Adipoq*^ mice. The expression of cold-induced gene *Dio2* (encoding deiodinase, iodothyronine type II) was significantly attenuated in cold-exposed *Stat5*^*Adipoq*^ mice, while *Pgc1a* (peroxisome proliferator-activated receptor gamma coactivator 1-alpha) expression tended to be lower (Figure 2E). Furthermore, both mRNA and protein expression analysis showed that UCP1 was not efficiently expressed in STAT5-deficient BAT after exposure to cold (Figure 2E,F). Additionally, genes that encode proteins involved in FA β-oxidation such as *Cpt1b* (carnitinepalmitoyltransferase 1B), *Slc25a20* (carnitine-acylcarnitinetranslocase), and *Acadm* (acyl-CoA dehydrogenase medium chain) showed a collective reduction in expression in *Stat5*^*Adipoq*^ mice upon exposure to cold (Figure 2G).

Collectively, these data indicate that adipose STAT5 deficiency impairs acute cold-induced temperature maintenance, which is associated with reduced lipid usage and expression of UCP1.

### 3.3 Stimulated lipolysis is impaired upon STAT5 deficiency in BAT

Because our data indicated a diminished mobilisation or usage of BAT lipid stores during exposure to cold, we evaluated lipolysis *ex vivo* using BAT explants. While basal lipolysis was similar between control and *Stat5*^*Adipoq*^ BAT, stimulation with the selective β_3_-adrenergic agonist CL316243 revealed that the lipolytic response was blunted in STAT5-deficient BAT (Figure 3A). Interestingly, stimulation of BAT explants with GH did not result in an increase in the lipolytic rate in either genotype, suggesting that GH does not have an acute lipolytic effect in BAT (Suppl. Fig. 3A). To explore molecular changes that may underlie the blunted lipolytic response upon β_3_-adrenergic stimulation, we tested whether STAT5 deficiency in BAT interferes with the expression of genes involved in the β_3_-adrengergic pathway. 

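Adrb3 lies on chromosome 8 of GRCm38 from 27225776 to 27230845. Its mRNA was 386 ± 58.5 CPM (SD, n = 5) in control and 420 ± 64.7 CPM (SD, n = 5) in *Stat5* Adipoq BAT, a log2 fold change of 0.12 with 95% confidence limits of -0.14 and 0.38 (adjusted p = 0.71 from edgeR's quasi-likelihood test). Exons on the opposite strand cover 24.9% of its exon bases. Besides Adcy5, 8 adenylyl cyclase genes were tested and none passed the adjusted threshold, while Adcy8 did not pass the filter on low counts. Adcy6, the one with the highest mean CPM, was 407 ± 18.2 CPM (SD, n = 5) in control and 364 ± 20.2 CPM (SD, n = 5) in *Stat5* Adipoq BAT, a log2 fold change of -0.16 with limits of -0.28 and -0.04 that lay below 0 (adjusted p = 0.17 from the same test; exact permutation test, p = 0.016). Adcy3 was 299 ± 139 CPM (SD, n = 5) in control and 206 ± 46.0 CPM (SD, n = 5) in *Stat5* Adipoq BAT, and its confidence limits of -1.12 and 0.04 leave room for a fall. Control replicate 3 had 522 CPM of Adcy3, against 156 to 330 CPM in the other controls. The log2 fold change of Adcy3 was -0.54, and it ranged from -0.70 to -0.24 with 1 library left out. Adcy4, Adcy7, Adcy9 and Adcy10 had log2 fold changes between -0.13 and 0.29. Adcy1 averaged 11.8 counts per library, and its limits of -3.52 and -0.44 also lay below 0 (adjusted p = 0.19 from edgeR's quasi-likelihood test). Adcy2 averaged 6.0 counts per library, and with limits of -2.24 and 0.82 a change in it was hardly measurable at this depth. A wider list of β-adrenergic receptors, G proteins, PKA subunits, phosphodiesterases and cyclases left out the 6 genes the paper reports as changed. Adcy5, Gnai1 and Prkaca are among those 6, and each was called lower. Of the 23 tested genes that remained, none was called over all genes or when adjusted over the list alone. The absence of calls cannot show that the pathway as a whole was unchanged, because genes reported as changed in these libraries were left out. An unadjusted p-value below 0.05 was found for 6 of the 23. Of the 23 genes, 18 had a fold change below 0, and as a set the list was lower by camera with a preset correlation (adjusted p = 0.049 over 10 lists) and by fry (adjusted p = 0.047), but not by camera with an estimated correlation, a setting chosen after the data were seen (adjusted p = 0.25). Adrb3 and the 8 cyclases were not called in any of the other fits that tested them.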

Analysis of RNA-Seq data showed that expression of *Adrb3* (β_3_-adrenergic receptor) as well as most adenylyl cyclases were unchanged between the genotypes (Suppl. Fig. 3B). However, *Stat5* deletion led to significantly reduced expression of *Adcy5* (adenylate cyclase 5), *Gnai1* (G protein subunit alpha I1), *Itpka* (inositol-trisphosphate 3-kinase A), *Pik3r1* (phosphoinositide-3-kinase regulatory subunit 1), and *Prkaca* (protein kinase A catalytic subunit alpha), while expression of *Gnas* (guanine nucleotide binding protein, alpha stimulating activity polypeptide) was increased (Figure 3B) indicating that these alterations in gene expression might impinge on the β-adrenergic responsiveness of the tissue. 

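Gnai1 fell from 55.5 ± 4.90 CPM (SD, n = 5) in control to 23.8 ± 3.79 CPM (SD, n = 5) in *Stat5* Adipoq BAT, a log2 fold change of -1.21 (standard error 0.10, adjusted p = 7.5e-05 from edgeR's quasi-likelihood test). It lies on chromosome 5 of GRCm38 from 18265135 to 18360413. Adcy5, on chromosome 16 from 35154494 to 35305743, was 12.3 ± 1.67 CPM (SD, n = 5) in control and 5.03 ± 2.00 CPM (SD, n = 5) in *Stat5* Adipoq BAT (log2 fold change -1.31, standard error 0.22, adjusted p = 0.0093 from the same test). Pik3r1, on chromosome 13 from 101680761 to 101768217, was 193 ± 50.7 CPM (SD, n = 5) and 90.8 ± 22.3 CPM (SD, n = 5). For these 3 genes all *Stat5* Adipoq libraries lay below all controls (exact permutation test, p = 0.0079 each), and the calls stood in the 12 other settings and in the 10 fits that each left out 1 library.
The calls of the other genes were closer to the threshold. Itpka, on chromosome 2 from 119742337 to 119751253, was 14.9 ± 3.43 CPM (SD, n = 5) in control and 8.92 ± 1.82 CPM (SD, n = 5) in *Stat5* Adipoq BAT (log2 fold change -0.74, standard error 0.18, adjusted p = 0.048 from edgeR's quasi-likelihood test). Its libraries overlapped between the genotypes (exact permutation test, p = 0.016), and it was called without control replicate 3, control replicate 4 or *Stat5* Adipoq replicate 1 but no longer called in the other 7 of the 10 fits that each left out 1 library. Over all alternatives its adjusted p ranged from 0.0028 to 0.13. Prkaca, on chromosome 8 from 83972978 to 83996444, was 474 ± 22.4 CPM (SD, n = 5) and 405 ± 19.4 CPM (SD, n = 5), a log2 fold change of -0.23 (standard error 0.05, adjusted p = 0.043 from the same test). Its libraries did not overlap, and it was not called in any of the 10 fits with 1 library left out. The call of Prkaca was also lost in 5 of the 12 other settings. Over all alternatives its adjusted p ranged from 0.0013, with DESeq2's Wald test, to 0.16, with the muscle score as a covariate. Gnas, on chromosome 2 from 174284320 to 174346744, was 4244 ± 362 CPM (SD, n = 5) in control and 5280 ± 470 CPM (SD, n = 5) in *Stat5* Adipoq BAT, a log2 fold change of 0.31 (standard error 0.08). Its adjusted p was 0.053 from edgeR's quasi-likelihood test and 0.0050 from DESeq2's Wald test, and edgeR called it without control replicate 3 and without *Stat5* Adipoq replicate 1. Over all alternatives it ranged from 0.0050 to 0.14. Exons on the opposite strand cover 22.0% of the exon bases of Gnas. Thus 5 of the 6 genes passed the threshold over all genes, and all 6 did when adjusted over the list alone. Neither count is independent evidence, because the list was chosen on these samples.

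**Figure D3:**
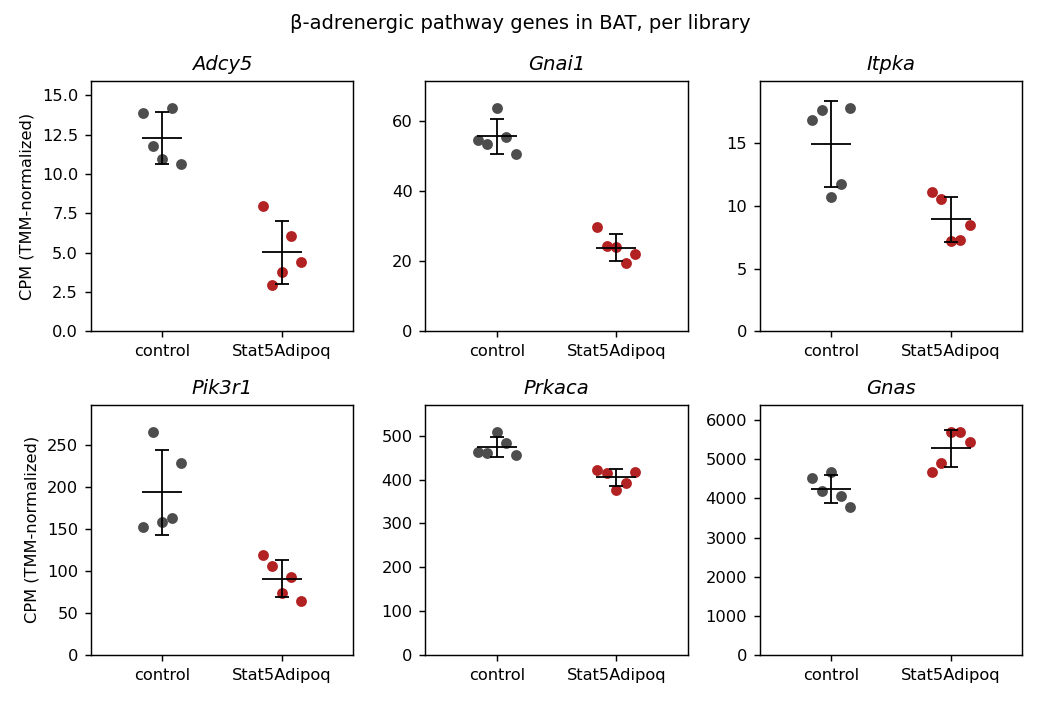
TMM-normalized CPM of Adcy5, Gnai1, Itpka, Pik3r1, Prkaca and Gnas in each library of control and Stat5Adipoq BAT, with the mean as a horizontal bar and the SD as error bar (n = 5 per genotype). Each vertical axis starts at 0 and has its own range. The groups overlap for Itpka and almost touch for Gnas, where the highest control library has 4675 CPM and the lowest Stat5Adipoq library 4678 CPM.

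From the lower expression of these genes and the higher expression of Gnas, the paper proposes that the β-adrenergic responsiveness of the tissue might be affected.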

*In silico* analysis of promoter regions of these genes revealed six high affinity STAT5 binding sites according to the consensus site determination [30] in *Adcy5*, *Itpka* and *Pik3r1* (Suppl. Fig. 3C), suggesting that STAT5 could potentially directly influence their transcription. We evaluated PKA activity in stimulated BAT explants to verify functionally whether β_3_-adrenergic signalling is impaired. In line with the attenuated lipolytic response, the phosphorylation of PKA substrates following CL316243 stimulation was significantly reduced in STAT5-deficient BAT (Figure 3C).

**Figure 3:**
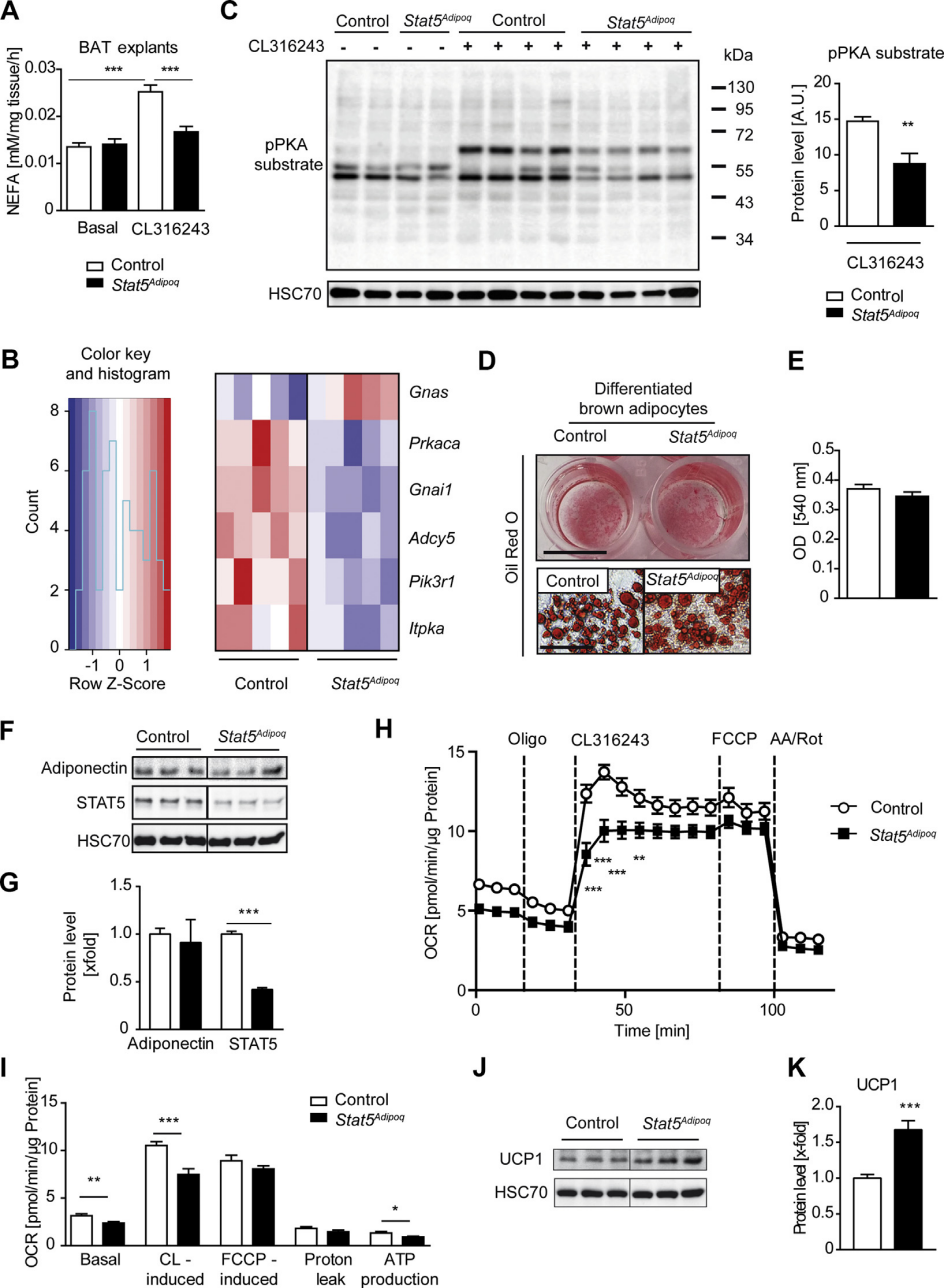
**β_3_-adrenergic stimulation is blunted in STAT5-deficient BAT and associates with diminished PKA activity**. **A**, Basal and CL316243-stimulated lipolysis represented by NEFA release from BAT explants (n ≥ 9 explants from 3 mice/group). **B**, Heatmap of genes involved in β-adrenergic signalling that show significant (*p* < *0.05*) changes in expression in BAT of *Stat5*^*Adipoq*^ mice assessed by RNA-Seq. **C**, Western blot for pPKA substrate of lysates from BAT explants used in A. The signal for CL316243-induced pPKA substrate was quantified using Image J (n = 4/group). **D**, Representative Oil Red O staining of primary differentiated brown adipocytes at low magnification (upper panel, scale bar: 0.5 cm) and high magnification (lower panel, scale bar: 50 μm). Quantification (**E**) of Oil Red O content was performed by measuring the absorbance of the eluted staining (n = 5/genotype). **F**, Western blot analysis for adiponectin and STAT5 in lysates of primary differentiated brown adipocytes. HSC70 was used as loading control. Samples were loaded on the same gel but not consecutively as indicated. Quantification (**G**) was performed using ImageJ (n = 3/genotype). **H**, Bioenergetic profile of primary differentiated brown adipocytes of control and *Stat5*^*Adipoq*^ mice shown as a representative curve. Baseline oxygen consumptions rates (OCR) and OCRs in the presence of oligomycin (Oligo), CL316243, FCCP and antimycin A (AA)/rotenone (Rot) were analysed using an XFe96 Seahorse Bioscience analyser (n = 16 wells/group). **I**, Respiratory capacities of primary brown adipocytes are shown from a representative experiment (n = 16 wells/group) from three experiments. **J**, Western blot for UCP1 in lysates of primary differentiated brown adipocytes. HSC70 serves as loading control. Samples were loaded on the same gel but not consecutively as indicated. Quantification (**K**) was performed using Image J (n = 6/genotype). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

Collectively, these data demonstrate that loss of STAT5 interferes with β_3_-adrenergic responsiveness and concomitant lipolysis in BAT.

### 3.4 Basal and UCP1 dependent respiration is diminished in primary differentiated brown adipocytes of *Stat5*^*Adipoq*^ mice

To further define the importance of STAT5 for brown adipocyte functionality, we differentiated primary brown adipocytes from control and *Stat5*^*Adipoq*^ mice. The differentiation capability was similar between the genotypes, as assessed by Oil Red O staining (Figure 3D,E) and expression of adiponectin (Figure 3F,G). Additionally, STAT5 expression was significantly reduced in differentiated primary brown adipocytes from *Stat5*^*Adipoq*^ mice compared with controls (Figure 3F,G). We then determined the bioenergetic profile of primary differentiated brown adipocytes from control and *Stat5*^*Adipoq*^ mice because mitochondrial respiration is an indicator of the metabolic activity of BAT (Figure 3H). After evaluating basal respiration, the ATP synthase inhibitor oligomycin was added to discriminate between oxygen consumption rates coming from ATP synthesis or from proton leak. We used the β_3_-adrenergic agonist CL316243 [28] and general uncoupling was induced by adding carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) to determine UCP1 dependent respiration. A mix of antimycin A and rotenone served to determine non-mitochondrial oxygen consumption. Notably, primary differentiated brown adipocytes from *Stat5*^*Adipoq*^ mice showed a reduction in basal respiration as well as CL316243-induced respiration, while FCCP–induced respiration appeared similar between the genotypes (Figure 3I). Analysis of various genes in the TCA cycle and ETC revealed an increase in mRNA levels of *Cs* (citrate synthase) and *Aco2* (aconitase 2) (Suppl. Figure 3D,E). In contrast to the *in vivo* findings, UCP1 expression was increased in primary brown adipocytes from *Stat5*^*Adipoq*^ mice (Figure 3J,K) suggesting the reduction in respiration observed was not because of a defect in UCP1 expression, but rather because of a defect in its activation and/or substrate availability.

In conjunction, these results allow us to conclude that STAT5 deficiency interferes with the respiratory capacity of brown adipocytes.

### 3.5 Adipocyte STAT5 deficiency attenuates the remodelling capacity of WAT and inhibits the induction of mitochondrial respiration upon chronic β_3_-adrenergic stimulation

Chronic exposure to cold or β_3_-adrenergic stimulation results in WAT remodelling and the appearance of beige adipocytes within WAT depots [31]. To examine whether STAT5 plays a role in WAT browning, we mimicked chronic cold exposure by treating mice with the selective β_3_-adrenergic agonist CL316243 for 10 days (Figure 4A). While CL316243 treatment did not have an impact on epididymal WAT (EWAT) depot size, a significant reduction in subcutaneous WAT (ScWAT) mass was observed in response to CL316243 treatment in *Stat5*^*Adipoq*^ mice (Suppl. Fig. 4A). Additionally, an increase in BAT weight was observed in the control mice upon treatment (Suppl. Fig. 4A). Histological analysis of CL316243-treated control ScWAT displayed extensive tissue remodelling. As expected, treatment with the β_3_-adrenergic agonist promoted the appearance of multilocular adipocytes within ScWAT depots of the control mice, which is indicative of WAT browning (Figure 4B). Although multilocular adipocytes were observed in ScWAT depots of *Stat5*^*Adipoq*^mice, the tissue remodelling effect of chronic β_3_-adrenergic stimulation was less pronounced (Figure 4B). In EWAT, the tissue remodelling effect upon CL316243 treatment was not as drastic as in ScWAT but appeared to be similar between the genotypes. These data show that adipocyte STAT5 is required for ScWAT remodelling upon chronic β_3_-adrenerigc stimulation.

**Figure 4:**
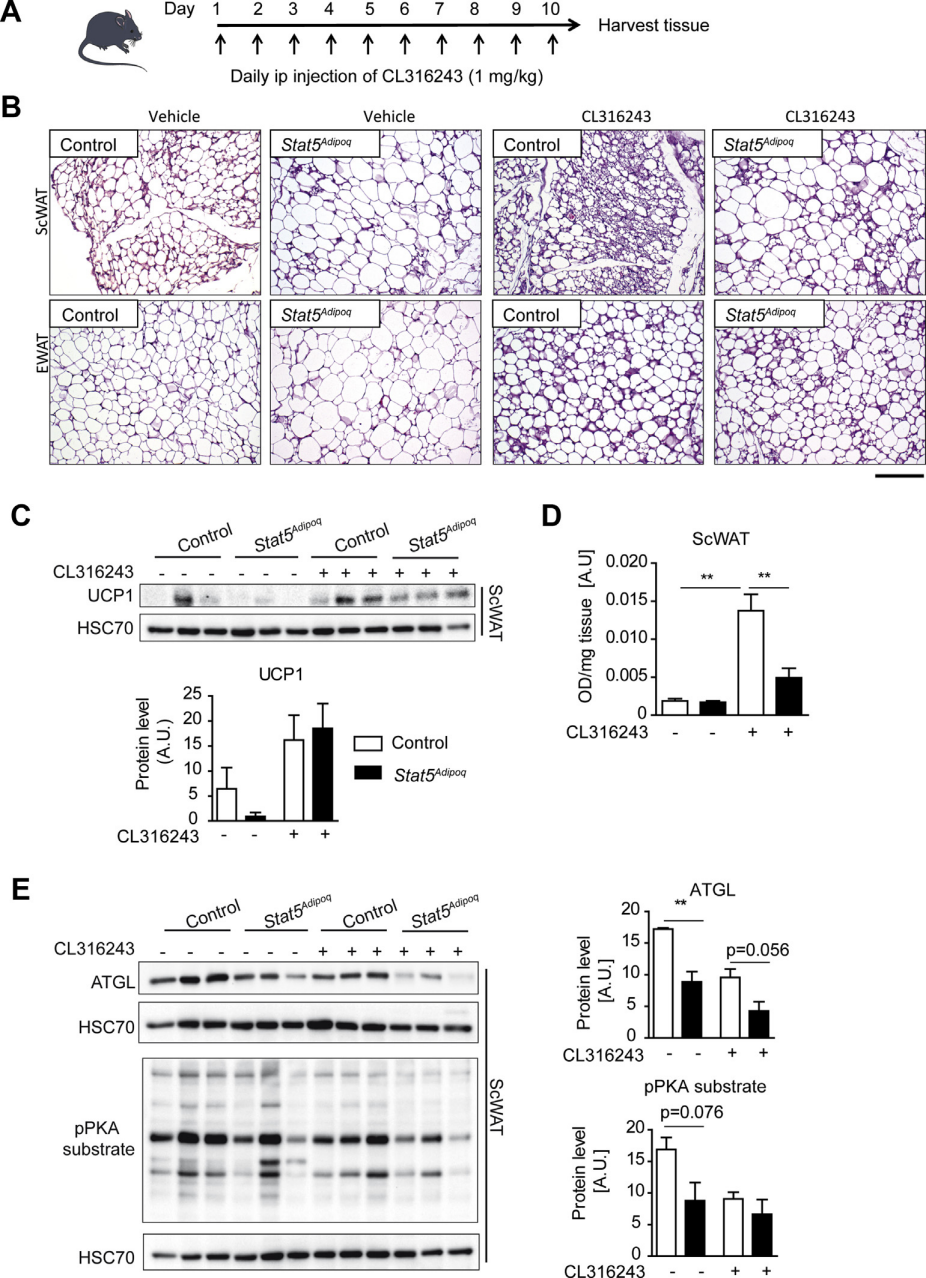
**STAT5 is required for tissue remodelling and the induction of mitochondrial respiration in ScWAT after chronic β-adrenergic treatment**. **A**, Experimental set up of chronic β-adrenergic stimulation using CL316243. Samples were collected on day 11. **B**, Representative H&E staining of paraffin embedded sections of ScWAT and EWAT from vehicle and CL316243 treated mice. Scale bar: 100 μm. **C**, Western blot of UCP1 protein levels in ScWAT after mock and CL316243 treatment. Quantification was performed using Image J. HSC70 was used as loading control (n = 3/group). **D**, Mitochondrial respiration in ScWAT was determined by reduction of the electron acceptor dye TTC (-CL316243 n = 3/group; +CL316243 n = 6/group). **E**, Western blot for pPKA substrate and for ATGL in ScWAT after vehicle and CL316243 treatment. Quantification was performed using Image J. HSC70 was used as loading control (n = 3/group).

As browning of WAT is usually associated with the expression of thermogenic factors [10], we next assessed how *Stat5* deletion affects the expression of UCP1. Surprisingly, although tissue remodelling was highly diminished in STAT5-deficient ScWAT, Western blot analysis revealed a similar induction of UCP1 proteins levels (Figure 4C). We then analysed mRNA levels of genes involved in the β_3_-adrengergic pathway that were differentially expressed in BAT of *Stat5*^*Adipoq*^ mice (Figure 3B) and found that only *Pik3r1* was significantly reduced in STAT5-deficient ScWAT after CL316243 treatment (Suppl. Fig. 4B). To further analyse whether STAT5 was required for the CL316243-induced effects on mitochondrial respiration, we analysed the activity of the electron transport chain *in situ* using the redox dye TTC. Although UCP1 expression was similar between the genotypes after chronic β-adrenergic treatment in ScWAT, STAT5 deficiency highly diminished the CL316243-induced upregulation of electron transport activity (Figure 4D). As substrate availability through lipolysis is essential for the induction of the mitochondrial respiration in WAT, we further evaluated the expression of key factors involved in lipolysis. In accordance with previous data [19], PKA activity was not drastically different in ScWAT between the genotypes, while adipose triglyceride lipase (ATGL) expression was diminished in *Stat5*^*Adipoq*^ ScWAT (Figure 4E), which suggests that the diminished substrate availability might be responsible for the reduction in mitochondrial activity in ScWAT of *Stat5*^*Adipoq*^ mice.

## 4 Discussion

We have shown that adipose STAT5 deficiency impaired temperature maintenance upon acute exposure to cold, which coincided with a diminished usage of BAT lipid stores and reduced UCP1 expression. Interestingly, the lipolytic response upon β_3_-adrenergic stimulation was blunted in STAT5-deficient BAT, which was partly attributed to diminished PKA activity. Accordingly, the respiratory capacity, as a readout for mitochondrial function, was reduced in primary differentiated adipocytes from *Stat5*^*Adipoq*^ mice. Moreover, STAT5 deficiency diminished brown remodelling of ScWAT upon chronic β_3_-adrenergic stimulation. This, however, was not associated with an impaired induction of UCP1 expression, but with a diminished respiratory activity.

Adipocyte STAT5-deficiency reduced the ability of *Stat5*^*Adipoq*^ mice to maintain body temperature during acute cold stress, indicating an impairment in adaptive thermogenesis. As reported previously, basal WAT lipolysis was diminished in *Stat5*^*Adipoq*^ mice resulting in lower circulating NEFA levels [19]. In addition to their usage in mitochondrial FA β-oxidation to provide substrates for uncoupling, free FAs also directly increase UCP1-mediated proton transport activity [32] and are therefore indispensable for thermogenesis [4]. In fact, various transgenic mouse models with defects in lipid mobilisation were shown to be sensitive to cold stress [[33], [34], [35]]. Furthermore, recent studies suggest that WAT lipolysis is potentially more important for thermogenesis than BAT lipolysis; defective lipid mobilisation in BAT, at least mediated via the major lipase ATGL and its coactivator CGI-58, does not impair temperature maintenance [36,37]. Interestingly, exposure to cold in our study increased circulating NEFA levels almost to the same level in both genotypes, arguing against disturbances in WAT-derived NEFA flux during cold exposure upon STAT5 deficiency. However, the amount of lipid droplets was increased in BAT of *Stat5*^*Adipoq*^ mice, suggesting a diminished lipid breakdown in BAT, while UCP1 expression was reduced after exposure to cold. Additionally, circulating β-ketone levels tended to be lower in cold-exposed *Stat5*^*Adipoq*^ mice, potentially contributing to the increased sensitivity to cold exposure [38]. Hence, the aberrant cold response of *Stat5*^*Adipoq*^ mice is likely a combination of impaired BAT lipid mobilisation and usage as well as reduced expression of UCP1. In accordance with our data, a recent study showed that adipose JAK2, the prototypical upstream kinase of STAT5, is required for diet- and cold-induced thermogenesis in mice, and JAK2 deficiency was also associated with diminished UCP1 expression [15]. Although some of the effects we find in our study might be attributed to secondary effects mediated by STAT5-deficient WAT, our data suggest that STAT5 deficiency also affects BAT functionality in a cell-intrinsic way. The induction of lipolysis via the β_3_-adrenergic agonist CL316243 was blunted in BAT explants of *Stat5*^*Adipoq*^ mice, which was at least partly attributed to diminished activation of PKA. These results contrast with the lipolytic response seen in WAT explants of *Stat5*^*Adipoq*^ mice, in which basal lipolysis is diminished, but the response to β-adrenergic stimulation is intact [19]. Our results thereby suggest that STAT5 fulfils different functions in WAT and BAT and indicate that STAT5 is required for β_3_-adrenergic responsiveness of BAT.

Furthermore, primary differentiated brown adipocytes derived from *Stat5*^*Adipoq*^ BAT showed reduced CL316243-induced respiration suggesting a defect in UCP1 activation, likely a result of the diminished induction of intracellular fatty acid levels. In accordance, it was shown that lipolysis is required for the induction of respiration in primary brown adipocytes after β-adrenergic stimulation [28].

The canonical upstream signalling cascades, members of the JAK-STAT pathway were likewise also shown to be activated by G-protein-coupled receptors such as angiotensin II type 1 receptor [39,40], and CCR2 and CXCR4 chemokine receptors [41,42]. However, it has not been shown that STAT5 can be activated by β_3_-adrenergic agonists in BAT. RNA-Seq profiling showed a significant down regulation of several genes of the β-adrenergic signalling cascade in BAT of *Stat5*^*Adipoq*^ mice, including those encoding PKA and ADCY5. Interestingly, the stimulatory G-protein alpha subunit (*Gnas*) was up-regulated, while the inhibitory G-protein alpha I1 subunit (*Gnai1*) was down-regulated, which might be a compensatory mechanism to normalise the β_3_-adrenergic response in STAT5-deficient BAT. We also identified multiple putative high affinity STAT5 binding sites in *Adcy5*, *Itpka* and *Pik3r1* promoter regions hinting at a potential direct transcriptional regulation of these genes by STAT5. Although these data provide evidence that the blunted CL316243 response might partly involve impaired transcriptional regulation by STAT5, molecular and functional studies will be necessary to clarify this further. Along these lines, an important aspect to be addressed in future studies will be the identification of the upstream mediator(s) of STAT5 in BAT, which are responsible for the phenotypes observed.

Chronic β_3_-adrenergic activation induces extensive WAT remodelling, an increase in UCP1- expressing adipocytes, and the induction of the thermogenic program [5]. In this regard, it is anticipated that ScWAT is more prone to browning than EWAT [43]. STAT5 deficiency blocked ScWAT remodelling following chronic β_3_-adrenergic treatment, and this finding is supported by a similar observation in systemic GH receptor-truncated mice [44]. Interestingly, the induction of UCP1 expression was not affected in *Stat5*^*Adipoq*^ ScWAT, which suggests that UCP1 expression in ScWAT might be independent of extensive tissue remodelling in *Stat5*^*Adipoq*^ mice. Importantly, the increase in mitochondrial respiration promoted by CL316243 treatment was blunted in the ScWAT of *Stat5^Adipoq^* mice. In accordance with previous reports [19], STAT5 deficiency diminished the expression of the first lipase required for triglyceride breakdown, ATGL, in ScWAT. Because the induction of UCP1 protein expression was similar to those in controls, it is likely that the defect in mitochondrial respiration depends on the substrate supply. In support of this concept, inducible deletion of ATGL in mice eliminated the CL316243-mediated upregulation of electron chain activity in various adipose tissue depots [45].

In summary, we have shown for the first time that STAT5 is crucial for the β-adrenergic responsiveness of BAT. Thus, STAT5 represents a key factor that mediates the mobilisation of free FAs from BAT lipid stores to fuel thermogenesis and mitochondrial respiration. Along these lines, STAT5 determines the capacity of β-adrenergic-induced white fat remodelling and mitochondrial respiration. These novel insights into the requirement of STAT5 for the physiology of thermogenic fat and its role in lipid metabolism can pave the way for future studies addressing how its inactivation affects outcomes in metabolic diseases associated with obesity.

## Funding

RM and DK were supported by the 10.13039/501100002428Austrian Science Fund (FWF) [SFB-F04707, SFB-F06105, SFB-F06107, under the frame of ERA-NET (I 4157-B)] as well as generously supported by a private donation from Liechtenstein. RM, MH, and KS were also funded by the EU Transcan-2 consortium ERANET-PLL via the 10.13039/501100002428FWF and the 10.13039/100012893DLR. This project received additional funding from the 10.13039/100010663European Research Council (ERC) under the European Union's Horizon 2020 research and innovation programme (grant agreement n° 636855 to FG).

## Author contribution

Most experiments were performed by DK and KS with support from KMM. Experiments were planned by DK and KMM with support from RM. FR performed bioinformatic data analysis. AR and EP supported Seahorse experiments. LK supported electron microscopy imaging. RM supervised the study and acquired most of the required funding for the study. DK wrote the manuscript with support from KMM, KS, and RM. RM, FG, MH, and FR critically revised the manuscript. RM, FG, and MH also financed the study. All authors read, corrected, and approved the final version of the manuscript. RM is responsible for the integrity of the study.

How the deposited data were processed for this re-analysis (not part of the article)

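BAT of 5 control and 5 Stat5Adipoq male mice was sequenced by RNA-Seq, with 1 library per mouse. The authors aligned reads of 50 bases to GRCm38 with STAR and counted them over exons with featureCounts. The values used are the deposited counts per gene, which the authors did not normalize. The authors' deposited table of the comparison gives log2 fold changes and p-values from DESeq2, and it was used only beside the values computed here. Subsets of that table were not used. Samples were assigned to genotype and replicate number from the sample labels and the methods.

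Gene positions are those of RefSeq for GRCm38, matched by Entrez gene identifier. Genes were kept where the sum over libraries of counts divided by DESeq2 size factors was above 45. The 13568 genes left are the same genes as in the authors' deposited table. Genotypes were compared with edgeR 4.0.16 by the quasi-likelihood F test with TMM normalization and no covariate, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors follow from the fold change and the F statistic. Single genes were also compared by exact two-sided permutation tests of log2 CPM over all assignments of the 10 libraries to genotypes. The procedure was tested on simulated counts with 200 changed genes, of which edgeR recovered 99%, DESeq2 98.5% and limma-voom 99%, and 2.46%, 8.37% and 3.41% of their calls were false, among 13568 simulated genes. The changed genes were drawn from those with enough counts and given larger fold changes than many reported here. Differences in tissue content between libraries were not simulated.

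The depth was 8488129 to 19514904 counts on genes per library. At this depth a gene with few counts, such as Adcy2 with 6.0 counts on average, has wide confidence limits. Scd1 took between 4.23% and 8.63% of the counts of a library. The globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt are listed at 0 in all libraries.

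Gene lists were written by hand before the data were examined, for the β-adrenergic pathway, JAK and STAT genes, thermogenic genes, lipolysis, lipid storage, negative regulation of fatty acid oxidation or lipid catabolism, oxaloacetate metabolism, the response to growth hormone, lipogenesis, the TCA cycle and branched-chain amino acid catabolism, and for markers of skeletal muscle, macrophages, B cells, T cells, red cells, endothelium, white adipocytes and fibroblasts, and Y-linked genes. Lists of liver and Schwann cell genes were written later, after other genes of these tissues had been seen to vary. The gene ontology annotation was not used here. Overlaps were tested by one-sided Fisher's exact tests against all tested genes, beside camera and fry in limma 3.58.1 and Reactome sets supplied with fgsea 1.28.0.

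The genes named in the text are those the paper names, members of the lists, and the 5 largest rises and 5 largest falls among called genes whose libraries did not overlap between the genotypes and that had at least 50 counts on average. Other genes named were chosen after their values were seen.

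The alternatives, set before the data were examined, were DESeq2 1.42.0, DESeq2 size factors, library size only, other filters on low counts, limma-voom, a block for the replicate number, 1 surrogate variable from sva 3.50.0, removal of trends with GC content and gene length, stricter thresholds, and leaving out each library. A muscle score as a covariate, robust dispersion estimates, camera with an estimated correlation and DESeq2 fits with single libraries left out were added after the data were seen. GC content and length were known for 96.5% of tested genes. STAT5 consensus sites were not analysed here, and the values of some genes are not reported here. Shared sequence was measured as the percentage of 50-base words of a gene's longest GENCODE transcript that occur in transcripts of other genes.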

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

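Among 122 groups of 5 libraries examined, 7 had a library whose distance from the others was large for the group's range, where chance gives about 6.1. The list of liver genes was written after other liver genes had been seen in control replicate 3 and before its own values were seen, and the region around Adipoq was set before the data were examined.

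Control replicate 4 had 19.51 M counts, against 8.49 M to 10.9 M in the other controls. Its depth was taken into account by normalization, and without it 219 genes were called. The median of the macrophage markers was also highest there, at 4.72 log2 CPM against 4.12 to 4.28 in the other controls. In Stat5Adipoq replicate 1, Stat5a was 20.7 CPM, against 15.8 to 16.6 CPM in the others, while all controls had at least 86.9 CPM. Bckdhb was 84.8 CPM in control replicate 5 against 95.6 to 100.3 CPM in the other controls. No explanation was tested for these 4 values.

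The other values come from control replicate 3. Kng1 was 5.41 CPM there, against at most 0.183 CPM in the other controls. Svep1 was 64.2 CPM against 128 to 143 CPM, and Mdh1 was 1625 CPM against 1261 to 1302 CPM. The library also held 6527 counts of Acta1 and 12442 of Myh4, genes of skeletal muscle, and liver genes. Of 11 listed liver genes, 11 were highest in this library after scaling for depth, with 8 to 47 counts. Of the 11, 5 passed the filter on low counts in BAT as a whole. RNA of liver in this library, from dissection or from handling of the libraries, is a candidate source, and these ways cannot be separated by the counts. Kng1 is not on that list, and its source was not tested. Without control replicate 3 the log2 fold change of Mdh1 was -0.24 and Mdh1 was still called, as it was without control replicate 5, but it was no longer called in the other 8 of the 10 fits that each left out 1 library.

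Within 200000 bp of Adipoq on chromosome 16, 5 of 8 tested genes were higher in Stat5Adipoq BAT (Kng2, Kng1, Eif4a2, Rfc4 and St6gal1), while Adipoq was not (log2 fold change -0.07, adjusted p = 0.74 from edgeR's quasi-likelihood test). The paper does not discuss these genes. Such a share has a one-sided Fisher's exact p of 2.8e-08 against all tested genes, and of the 9 tested genes farther out, up to 1 Mb from Adipoq, 0 were called. The Stat5Adipoq mice carry an Adipoq-Cre transgene that the controls lack, and a candidate explanation is that the transgene carries copies of neighbouring genes. An effect of STAT5 loss on these genes is not excluded, since every Stat5Adipoq library carries both. Kng1 and Kng2 share 17.9% and 18.2% of their 50-base words with other genes, and St6gal1 was no longer called in 8 of the 10 fits that left out 1 library.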

How the results depend on the processing

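Stat5a and Stat5b were called lower, Adcy5, Gnai1 and Pik3r1 were called lower, and Adrb3 and the adenylyl cyclases other than Adcy5 were not called, in the 12 other settings and the 10 fits that each left out 1 library, at an adjusted p-value threshold of 0.05. Adcy1 and Adcy2 are an exception, since they were not tested with at least 10 counts in every library or with edgeR's filterByExpr. The number of differentially expressed genes, 368 in the edgeR fit, lay between 323 and 392 with DESeq2 size factors, library size only, the 3 other filters on low counts, limma-voom, GC content and length trends removed, or robust dispersion estimates. The split by direction moved more with scaling. It was 190 higher and 178 lower in the edgeR fit and 139 and 184 with library size only. With GC content and length trends removed it was 227 and 150.

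DESeq2's Wald test gave 660 genes, 326 higher and 334 lower. It called the TCA cycle list over-represented among genes higher (adjusted p = 0.00038), while negative regulation of fatty acid oxidation or lipid catabolism among genes lower was above the threshold (adjusted p = 0.057). A threshold of 0.01 left 118 genes, 65 higher and 53 lower, and a log2 fold change of at least 0.58 left 163, 67 higher and 96 lower, since both are stricter. With 1 surrogate variable, 118 genes were higher, 3 of the 6 β-adrenergic genes were called, 2 gene set tests passed and the branched-chain amino acid list had an adjusted p of 0.14. The surrogate variable was largest for control replicate 3 (0.87). With the muscle score as a covariate, chosen after seeing the data, 109 genes were called higher and 125 lower, with 3 of the 6 β-adrenergic genes, 1 gene set test, and adjusted p-values of 0.12 for both the branched-chain amino acid list and negative regulation of fatty acid oxidation or lipid catabolism. Of the 368 genes, 204 were also called there.

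Of the gene set tests, 5 of 20 passed in the edgeR fit. With at least 10 counts in every library 3 passed, and negative regulation of fatty acid oxidation or lipid catabolism had an adjusted p of 0.12. Without a filter on low counts the TCA cycle list passed (adjusted p = 0.038). It also passed with the Reactome set (0.0099 over 4 tests, but 0.28 for the citric acid cycle over all 833 Reactome sets in both directions), with camera and a preset correlation (0.00061) and with fry (0.0082). The Reactome set of branched-chain amino acid catabolism likewise passed over 4 tests (0.0099) but not over all 833 sets (0.22). With camera and an estimated correlation, a setting chosen after seeing the data, 0 lists passed after adjustment, and 2 of the 10 had an unadjusted p-value below 0.05. The adjusted p was 0.24 for branched-chain amino acid catabolism and 0.25 for negative regulation of fatty acid oxidation or lipid catabolism. Apart from the stricter thresholds, the cause of these changes was not tested.

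Across the 10 fits that each left out 1 library, the number of genes ranged from 185 without Stat5Adipoq replicate 3 to 442 without control replicate 3, with 96 to 220 higher and 84 to 222 lower. Fewer libraries lower the power, but without control replicate 3 the number rose. From 3 to 5 of the β-adrenergic genes were called, and from 0 to 5 gene set tests passed, with 0 without Stat5Adipoq replicate 3. The adjusted p ranged from 0.016 to 0.58 for the TCA cycle list, from 0.0085 to 0.15 for branched-chain amino acid catabolism, and from 0.0028 to 0.082 for negative regulation of fatty acid oxidation or lipid catabolism.

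Results near 0 changed sign. The log2 fold change of Cs was -0.0155 with library size only and ranged from -0.039 to 0.0372 with 1 library left out. That of Jak3 was 0.0028 with GC content and length trends removed and ranged from -0.0592 to 0.0022 with 1 library left out.

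The labels give both genotypes the replicate numbers 1 to 5. Correlations of the deviations of libraries with the same number from their group means ranged from -0.23 to 0.088, and those of libraries with different numbers from -0.17 to 0.16. These values gave no sign that the numbers pair the libraries. They cannot exclude pairing by litter, since the methods describe the controls as littermates. With the replicate block, 273 genes were called, 132 higher and 141 lower. In that fit 4 of the 6 β-adrenergic genes were called, 3 gene set tests passed and negative regulation of fatty acid oxidation or lipid catabolism had an adjusted p of 0.099.

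The alternatives for STAT5 consensus sites were not run. Depth limits how closely the changes of Adcy1 and Adcy2 are known, with 11.8 and 6.0 counts per library on average.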

Differences from the paper's values

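The paper reports 658 differentially expressed genes, 332 lower and 326 higher, against 368, 178 and 190 by edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2's Wald test, which the methods name, gave 660 genes, 334 lower and 326 higher. Without control replicate 3, edgeR's numbers also came within 1.5 times those of the paper, with 442 genes, 222 lower and 220 higher. With GC content and length trends removed, the number of genes higher did (227), but not the total (377) or the number lower (150). The other alternatives set before the data were examined did not close the gap. DESeq2 fits with single libraries left out, chosen after seeing the data, gave between 465 and 680 genes, all within 1.5 times the paper's number.

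The paper's average of 22 M reads per replicate is a number of sequenced reads, whereas the 12.0 M per library here are counts assigned to genes. They are different quantities, and no alternative applies to them.

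The paper states that Gnas is increased. Its log2 fold change was 0.31 in the same direction, with an adjusted p of 0.053 from edgeR's quasi-likelihood test. It passed the threshold with DESeq2's Wald test, library size only, at least 10 counts in every library, limma-voom, GC content and length trends removed, and without control replicate 3 or Stat5Adipoq replicate 1. It also passed with robust dispersion estimates, a setting chosen after seeing the data.

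The paper states that lipid storage was enriched among down-regulated genes and the TCA cycle among up-regulated genes, by gene ontology analysis. The hand-written list for lipid storage held 0 genes lower past the threshold (8 of 24 with an unadjusted p-value below 0.05 in either direction), and was not over-represented with calls from DESeq2 either, where 2 genes were lower (adjusted p = 0.33), nor in any other setting that was run. The TCA cycle list had an adjusted p of 0.077, and passed with calls from DESeq2, without a filter on low counts, with the Reactome set when adjusted over 4 tests, with camera and a preset correlation, with fry, and without control replicate 2 or 3. The gene ontology annotation was not used here.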

Other observations

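Tests of the regions around Adipoq and Stat5, and of muscle against all called genes, were set before the data were examined, and so was the number of genes under other groupings of the libraries. The tests on GC content, liver genes and Schwann cell genes were set before their results were seen but after the count files were opened. The remaining tests were chosen after the values were seen. The measure for muscle was changed once, from the number of genes still called with the muscle score as a covariate to a correlation, after the first value was seen, and the MHC test was changed once in the same way.

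In 1 of 100 splits of the 10 libraries into groups of 5, the real one, as many as 368 genes were called. The same holds for the 190 genes higher and the 178 genes lower, counting either direction, with 1 of 100 splits each. For 5 of the 6 β-adrenergic genes it was also 1 of 100, which decides nothing, because the study chose these genes on the same libraries. The highest number of genes in any other split drawn was 92, and 95 splits gave 0. With trends of GC content and gene length removed, 377 genes were called, of which 326 were among the 368, so these trends do not account for the number.

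Skeletal muscle markers varied widely between libraries. Their median was 7.45 log2 CPM in control replicate 3 and 4.33 in control replicate 5, and between -1.24 and 1.89 in the others. All 12 markers had negative fold changes, with a median log2 fold change of -5.57, but 0 were called by edgeR's quasi-likelihood test (12 with an unadjusted p-value below 0.05), and the list did not differ between the genotypes (exact permutation test, p = 0.15, adjusted over 11 lists 0.33). Acta1 had 6527 and 772 counts in control replicates 3 and 5 and 5 to 148 in the others. In the authors' deposited table 5 of the 12 had an adjusted p-value, all below 0.05, and the other 7 had none. DESeq2 fitted here gave the same numbers. Without control replicate 3 it called 0 of the 11 markers with an adjusted p-value, and with one of the libraries other than control replicates 3 and 5 left out it called every marker that had one, 3 to 8 of the 12. Without control replicate 5 none of the 12 had an adjusted p-value, so that fit decides nothing and was left out of the test after its values were seen. Muscle in control replicate 3 is a candidate explanation for these calls. Muscle does not account for the 368 genes as a whole. Within the genotypes, the called genes had a median absolute correlation of 0.276 with the muscle score and the other genes 0.286, and 334 of the 368 were called without control replicate 3. With the muscle score as a covariate 204 of them were called and 164 were not. For these 164 genes an effect of muscle and an effect of genotype cannot be told apart, since the score is highest in control replicates 3 and 5.

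Genes within 5000000 bp of Stat5a and Stat5b were not called more often than others (4 of 183, one-sided Fisher's exact p = 0.73). By the methods, the controls carry the same floxed alleles, so flanking DNA would then give no such calls in any case. If the controls were wild type, as the labels say, the values argue against flanking DNA as a source of calls.

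H2-Ea-ps had 202, 164, 3, 814 and 365 counts in control replicates 1 to 5 and 216, 0, 171, 125 and 2 in Stat5Adipoq replicates 1 to 5, so low values occur in both genotypes. The class II genes H2-Aa, H2-Ab1, H2-Eb1 and Cd74 had within-genotype SDs of at most 0.231 on the log2 scale, against 2.99 for H2-Ea-ps, which argues against immune cells in unequal amount. A haplotype of the MHC that differs between animals is a candidate explanation. Among the 100 genes that vary most within the genotypes were 6 of 125 other MHC genes (one-sided Fisher's exact p = 0.00048), and 4 of 123 when the heat shock genes Hspa1a and Hspa1b were left out (C920025E04Rik, 2410017I17Rik, Cdsn and Rps18, one-sided Fisher's exact p = 0.016). This does not decide the question, because all of these but Cdsn and Rps18 had been seen among the most variable genes before the test was chosen. The background of the mice is given as C57BL/6N, and no genotype of this region was analysed here.

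Genes of nerve were seen to vary between libraries. Over the libraries, 8 tested of 10 listed Schwann cell genes correlated within the genotypes with a mean of 0.628 between genes, and 0 of 1000 random lists with similar counts reached this, which is consistent with Schwann cells in unequal amount. All 8 had negative fold changes with a median of -0.83, and 1, Dhh, was called. The list's medians had an exact permutation p of 0.032 between the genotypes, or 0.28 adjusted over 11 lists.

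The other tissue lists did not differ between the genotypes after adjustment. The median log2 fold changes were -0.13 for macrophages, 0.24 for B cells, -0.79 for T cells, 0.15 for endothelium, -0.29 for white adipocytes, where Npr3 was called higher and Retn lower, -0.20 for fibroblasts and -1.82 for liver, where Apoc3 was called lower. Of the red cell list only Alas2 was tested (0.87). Apoc3 had 5 to 47 counts in all libraries. Y-linked genes had a median of -0.02, and Xist had 0 to 5 counts per library.

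Of the other lists, oxaloacetate metabolism (3 of 9 lower: Mdh1, Pck1 and Pcx, adjusted p = 0.0018), the response to growth hormone (3 of 12 lower: Cish, Ghr and Igf1, adjusted p = 0.0030) and lipogenesis (2 of 12 lower: Acacb and Me1, adjusted p = 0.041) were over-represented among the genes lower in Stat5Adipoq BAT by Fisher's exact test. When single libraries were left out, the adjusted p of oxaloacetate metabolism ranged from 0.0015 to 0.47 and was above 0.05 in 7 of the 10 fits, and Mdh1 and Pck1 were each no longer called in 8. It was also above 0.05 with the replicate block (0.36), 1 surrogate variable (0.46) and the muscle score as a covariate (0.40). That of the growth hormone list ranged from 0.00020 to 0.054, the highest without Stat5Adipoq replicate 3, and stayed below 0.05 in the 12 other settings. Lipogenesis ranged from 0.016 to 0.35 and was above 0.05 in 4 of the 10 fits. It was also above it with calls from DESeq2 (0.11), at least 10 counts in every library (0.073), edgeR's filterByExpr (0.059), 1 surrogate variable (0.46) and the muscle score as a covariate (1.0). Of 16 thermogenic genes 1, Cox7a1, was called higher. Of 9 lipolysis genes edgeR called 0, with 3 at an unadjusted p-value below 0.05. When adjusted over the list alone 1 lipolysis gene passed, and DESeq2's Wald test called 1, Pnpla2, lower (log2 fold change -0.20 by edgeR). As sets, the growth hormone list was lower by camera with a preset correlation and by fry (adjusted p = 0.0011 and 0.0082), oxaloacetate metabolism by fry alone (0.097 and 0.041) and lipogenesis by camera alone (0.0094 and 0.13), while the thermogenic list was higher by camera alone (0.049 and 0.12), and lipolysis passed neither (0.33 and 0.26). Of 833 Reactome sets, 1 was over-represented among the genes higher (mitochondrial fatty acid beta-oxidation, 5 of 15, adjusted p = 0.0011), and 4 among the genes lower, with glucose metabolism (9 of 68, adjusted p = 0.00040) at the lowest p.

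The paper reports unchanged mRNA of Jak1, Jak2 and Jak3 in a panel whose assay its text does not name. In these libraries 0 of 9 genes of the JAK and STAT list other than Stat5a and Stat5b were called, and 2 had an unadjusted p-value below 0.05. The log2 fold changes were 0.10 for Jak1, 0.09 for Jak2 and -0.03 for Jak3. For primary brown adipocytes the paper reports higher Cs mRNA. In BAT its log2 fold change was 0.0050 (95% confidence limits -0.14 and 0.15), and it was not called. Ucp1 had a log2 fold change of 0.24 (adjusted p = 0.69 from edgeR's quasi-likelihood test).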
